A study of Mus musculus with 4 samples. Its data were reported in "BAF complex-mediated chromatin relaxation is required for establishment of X chromosome inactivation" (2022).

How the data were processed

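RNA-seq was performed on 4 libraries from female mouse embryonic stem cells (mESCs) of an F1 cross between the FVB and CAST strains. Per the labels, 1 library came from undifferentiated cells (day 0) and 3 from cells at day 6 of differentiation. The day 6 cells carried a non-silencing control hairpin (Nons) or 1 of 2 hairpins against Smarca4 (Smarca4.4 and Smarca4.6), delivered by viral transduction on day 2 and selected with puromycin on day 3. Each library is the only one of its group, and all 4 have the replicate number 3. Groups were taken from the sample titles, because a genotype field of the labels describes the day 6 libraries, Nons included, as a Smarcc knockdown. 

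The authors trimmed the paired-end reads with trim_galore, aligned them with hisat2 (the methods also name tophat) to the mm10 mouse genome in which positions that differ between the 2 strains were masked, and counted reads over the exons of each gene in SeqMonk. The strand setting was not stated. The deposited values are log2 CPM (reads scaled to the library total, called log2 rpm in SeqMonk), with 1 column per library over 25965 listed genes. They combine both alleles, so the planned comparison of the FVB and CAST alleles of the X chromosome was not made.

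Back-transformed values in each library were whole multiples of 1 step, and 0 reads had been written as 0.9 of a step. The step therefore gave the reads per gene and the total used as the denominator. Every value of up to 1000 reads came out whole, and between 99.73% and 99.95% of all nonzero values did. The totals were 18599402 reads at day 0, 45759793 for Nons, 47143727 for Smarca4.4 and 36495582 for Smarca4.6. The smallest level that each depth can show (3 reads) was 0.161 CPM at day 0, and 0.0656, 0.0636 and 0.0822 CPM for Nons, Smarca4.4 and Smarca4.6. Intervals and floors cover counting error only, since reads are not independent molecules and both ends of a pair may have been counted.

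Differences were computed between the log2 CPM values as deposited. Genes with a mean log2 CPM over the 4 libraries of at least 0 were kept, which left 13264 genes, of which 12751 were autosomal and 498 X-linked. Differences of at least 2-fold were counted. With 1 library per group no difference has a replicate check, and no p-values were computed across genes. The X-linked shift is the median difference of X-linked genes minus that of autosomal genes, with a 95% interval from binomial order statistics. For the X-linked genes and for each gene list, the median was placed among the medians of 10000 random lists of autosomal genes, of the same size and matched on mean expression in 20 bins; this percentile is a description of these libraries. Single-gene differences have exact (Clopper-Pearson) 95% intervals from the recovered reads. They compare 2 libraries, not 2 conditions. Euclidean distances between libraries were computed over all listed genes, and the intervals of their ratios came from 200 bootstrap draws of genes.

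Lists of 21 regulators of X chromosome inactivation (XCI), 12 pluripotency genes and 11 differentiation genes followed those shown in the study; a list of 24 BAF complex subunits other than Smarca4 and a list of 7 genes that escape XCI, of which 6 were found, were assembled for the comparison. The genes named are Smarca4, Xist, Tsix, Hprt, members of these lists, the 5 largest rises and 5 largest falls among genes at least 2-fold different with both hairpins (ranked by the smaller of the 2 differences), and the 3 largest rises and falls between day 0 and Nons day 6. The groups, the main comparisons, these lists and the alternatives other than those named as added were fixed before the data were examined; the tests of the closing section and its muscle list were not.

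GC content and transcript length came from the longest transcript of each gene in GENCODE M21 on GRCm38, the same assembly as mm10. Of the gene symbols, 22736 (87.6%) were found there, and 99.5% of those overlapped the annotated position. GC content was known for 90.3% of the genes kept and for 463 (93.0%) of the X-linked ones. Coordinates are those of the deposited table.

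The computations were tested on simulated reads drawn at the depths of the libraries. Counting error alone put 1 gene past 2-fold for Smarca4.4, 0 for Smarca4.6 and 0 for both among 13264 genes. Of 200 genes simulated with a 3-fold change, 99.0% were recovered with both hairpins, and a simulated X-linked shift of 0.15 over 498 genes was recovered as 0.15 with each hairpin. Alternatives were a stricter filter (mean log2 CPM of at least 3), no filter, a pseudocount of 1 CPM, centring on the autosomal median, 1 autosome as the only comparison, GC and length matching, and other gene sets for the distances. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.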

Results

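The data comprise RNA-seq of 4 libraries of female mESCs, 1 each from day 0, Nons day 6, Smarca4.4 day 6 and Smarca4.6 day 6. Smarca4 encodes an ATPase of the BAF complex, which remodels nucleosomes. Nons is a hairpin with no target and served as the control. Female mESCs start with 2 active X chromosomes and silence 1 of them as they differentiate, under the control of the noncoding RNA Xist. The comparisons ask whether Smarca4 depletion changes expression from the X chromosome at day 6, and whether it changes differentiation or the regulators of XCI. Depth ranged from 18599402 reads at day 0 to 47143727 for Smarca4.4. There are no replicates, so no difference below could be set against the spread between replicates.

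Smarca4 (chromosome 9, 21616169 to 21704230 in mm10) had a log2 CPM of 7.93 at day 0, 7.84 in Nons, 7.04 in Smarca4.4 and 7.44 in Smarca4.6. Relative to Nons the difference was -0.80 (95% interval -0.85 to -0.76) for Smarca4.4 and -0.40 (-0.44 to -0.35) for Smarca4.6, or 57.3% and 75.8% of the Nons level. Of the alternatives tried, centring on the autosomal median moved these values most, to -0.83 and -0.46. The direction in both libraries was that of their labels, and the reduction was partial in both.

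Xist (chromosome X, 103460375 to 103483217, minus strand) rose from a log2 CPM of 2.51 at day 0 to 10.76 in Nons day 6, a difference of 8.25 (7.97 to 8.54). It was 10.16 in each knockdown library, which is -0.60 (-0.61 to -0.58) against Nons for Smarca4.4 and -0.59 (-0.61 to -0.58) for Smarca4.6. Tsix (chromosome X, 103431517 to 103484957, plus strand) overlaps the whole of Xist on the other strand, and the counting was not stated to use strand, so the reads of both genes are uncertain. Tsix had a log2 CPM of 2.40 at day 0 and 6.995, 6.42 and 6.26 in Nons, Smarca4.4 and Smarca4.6. The X-linked gene Hprt (chromosome X, 52988137 to 53021659) fell from 7.59 at day 0 to 6.73 in Nons, and was at 7.08 in Smarca4.4 and 6.87 in Smarca4.6.

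**Figure D1:**
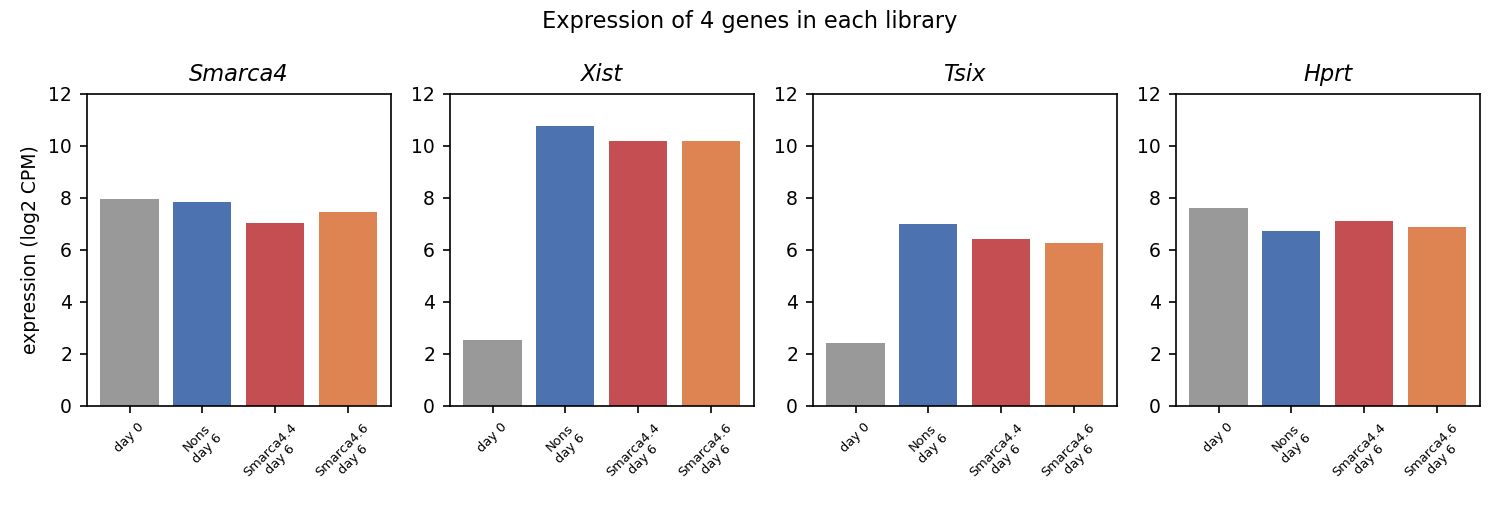
Bars give the expression (log2 CPM, vertical axis) of Smarca4, Xist, Tsix and Hprt in the 4 libraries, 1 bar per library and without error bars because there is 1 library per group. Smarca4 is lowest in Smarca4.4 (7.04), and Xist is near the bottom of the scale at day 0 (2.51) and highest in Nons day 6 (10.76).

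The X chromosome was compared with the autosomes to ask whether X-linked expression differed between knockdown and control at day 6. Between day 0 and Nons day 6 the X-linked shift was -0.71 (-0.85 to -0.59), below all 10000 matched random lists. In Smarca4.4 the X-linked shift against Nons was 0.16 (0.14 to 0.19) and in Smarca4.6 it was 0.083 (0.043 to 0.12), each above all 10000 lists. The central 95% of those lists ran from -0.025 to 0.025 for Smarca4.4 and from -0.032 to 0.031 for Smarca4.6. The alternative that moved the shift most was the absence of a filter for Smarca4.4, which gave 0 because the medians were then those of genes with 0 reads, and the autosome with the highest median as the only comparison for Smarca4.6, which gave 0.042. Of the 498 X-linked genes, 367 (73.7%, exact 95% interval 69.6% to 77.5%) lay above the autosomal median in Smarca4.4 and 299 (60.04%, 55.6% to 64.4%) in Smarca4.6; these intervals treat genes as independent, which they are not. The X ranked 1 of 20 chromosomes in both comparisons, followed by chromosome 13, whose median exceeded that of all autosomal genes by 0.078 and 0.041. Chromosome 13 too lay outside the central 95% of the lists in both comparisons. Further autosomes did so, such as chromosome 7 (-0.038) for Smarca4.4 and chromosome 14 (-0.065) for Smarca4.6. The lists drew genes without regard to chromosome, so a place outside their central range is not special to the X. The 2 knockdown libraries also differed from each other: the X-linked shift of Smarca4.4 against Smarca4.6 was 0.11 (0.085 to 0.13), larger than that of Smarca4.6 against Nons.

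**Figure D2:**
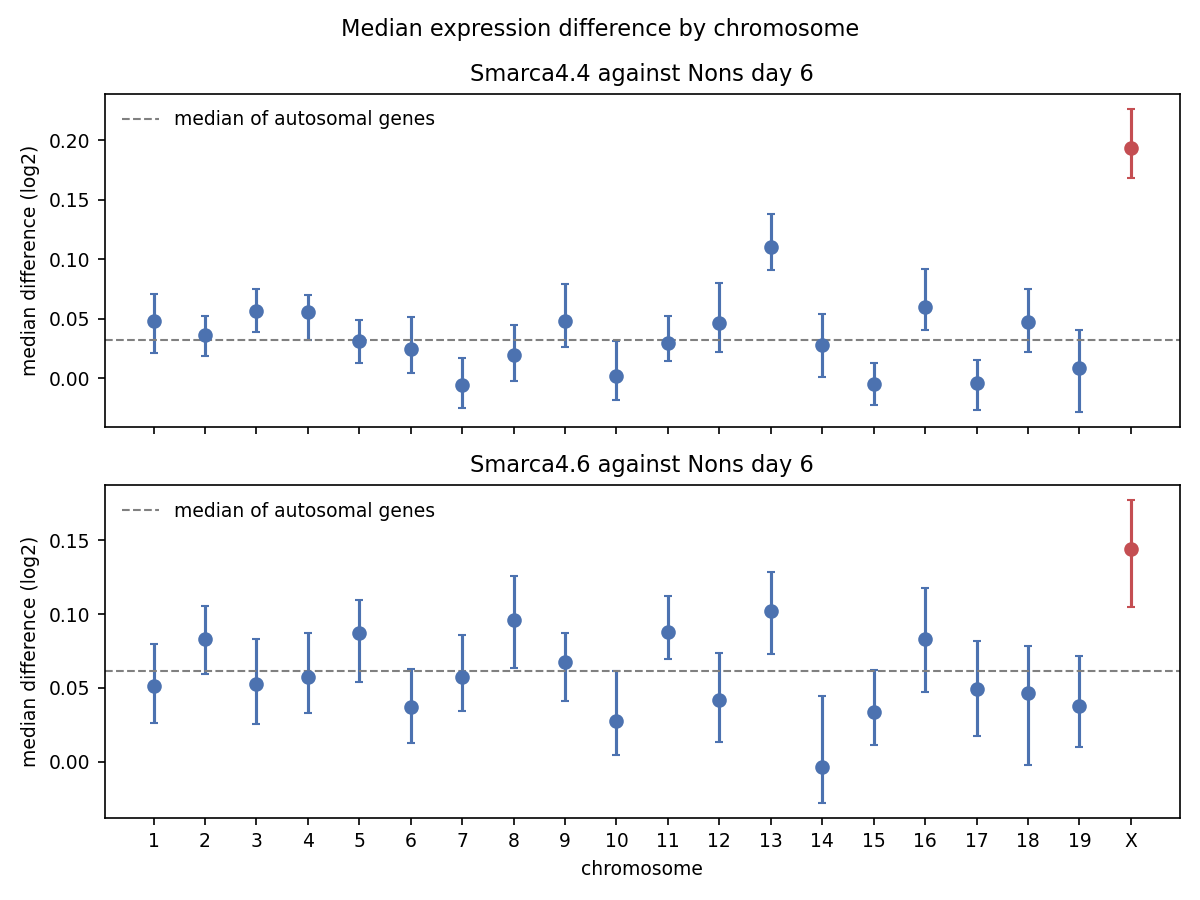
Points give the median log2 difference from Nons day 6 of the genes on each chromosome (horizontal axis) for Smarca4.4 (top) and Smarca4.6 (bottom), with 95% order-statistic intervals and a dashed line at the median of autosomal genes. The X (red) is highest in both, at 0.19 and 0.14. Its interval for Smarca4.6 overlaps those of chromosomes 2, 5, 8, 11, 13 and 16.

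Differential expression was counted to compare the extent of change. Between day 0 and Nons day 6, 4235 genes differed by at least 2-fold, 2600 higher and 1635 lower at day 6. Against Nons, 158 genes differed in Smarca4.4 (117 higher, 41 lower) and 242 in Smarca4.6 (136 higher, 106 lower). In the same direction with both hairpins, 68 genes differed, 52 higher and 16 lower; with a pseudocount of 1 the split was 8 higher and 7 lower. These counts depended on low values: the stricter filter left 18, 38 and 3 genes. X-linked genes made up 3.75% of the genes kept, and 7 of the 52 genes higher and 0 of the 16 genes lower with both hairpins.

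Among genes higher with both hairpins, the largest rises were in Fam167a (2.30 and 2.25 for Smarca4.4 and Smarca4.6), Lix1 (2.21 and 2.02), Mblac1 (1.96 and 2.96), Peg12 (1.80 and 1.87) and Gprin1 (1.86 and 1.79). The largest falls were in Serpinf1 (-1.49 and -1.48), Acta1 (-1.36 and -2.33), Syn2 (-1.31 and -1.58), 2610528J11Rik (-1.31 and -1.28) and Stom (-1.16 and -1.24). Of these 10 genes, Acta1 had the highest level in Nons, at a log2 CPM of 6.53. Fam167a and Mblac1 were below 1 CPM in Nons. From day 0 to Nons day 6 the largest rises were in Tagln (11.14), Acta1 and Cnn1. Acta1 had 0 reads and Cnn1 2 reads at day 0, under the floor of 3 reads, so their rises were at least 9.16 and 9.82. The largest falls were in Nptx1 (-8.26), Jam2 (-8.22) and Prdm14 (-7.71).

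Across the 13264 genes, the differences of the 2 hairpins from Nons had a Pearson r of 0.676 (0.666 to 0.685, with genes treated as independent, which they are not). Both differences share the Nons library, and simulated reads with counting error alone gave 0.480.

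**Figure D3:**
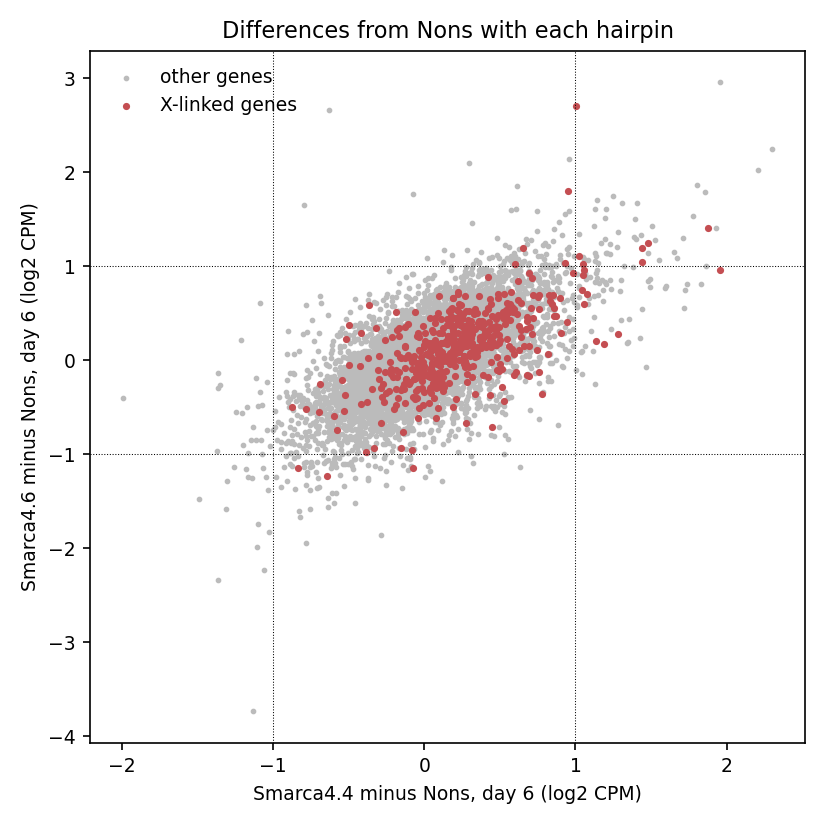
Each point is a gene, placed by its log2 CPM difference from Nons day 6 in Smarca4.4 (horizontal) and in Smarca4.6 (vertical), with X-linked genes in red and dotted lines at 2-fold. The differences correlate (r = 0.676), and 52 genes lie beyond both lines on the upper right against 16 on the lower left, a split that was 8 and 7 with a pseudocount of 1.

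The gene lists addressed whether XCI regulators, pluripotency genes or differentiation genes changed. The median difference of the 21 XCI regulators was 0.13 (0.024 to 0.24) in Smarca4.4, percentile 96.0 of matched random lists. It was 0.074 (-0.039 to 0.30) in Smarca4.6, percentile 61.2. The Smarca4.4 interval included 0 under the stricter filter (0.10, -0.0042 to 0.22, percentile 86.2) and under centring (0.10, -0.0079 to 0.20). That interval stayed above 0 without a filter and with a pseudocount of 1. Single regulators ranged from -0.43 (Ezh1) to 0.85 (Bmi1) in Smarca4.4 and from -0.34 (Ezh1) to 0.64 (Dnmt3b) in Smarca4.6. The 12 pluripotency genes had a median of -4.86 (-6.35 to -2.66) between day 0 and Nons day 6. Against Nons their median was -0.17 (-0.38 to 0.26), percentile 0.970, in Smarca4.4 and -0.011 (-0.38 to 0.22), percentile 23.5, in Smarca4.6. Under the stricter filter the Smarca4.4 value changed sign, to 0.0036. In each library 6 of the 12 genes were higher than in Nons. Nanog was lower in both libraries (-0.36 and -0.39), as were Sox2 (-0.44 and -0.38), Klf5 and Tbx3. Klf2 (0.98 and 0.33), Prdm14 (0.76 and 0.23), Zfp42 (0.26 and 0.087) and Esrrb (0.14 and 0.042) were higher in both. The counting intervals of Prdm14 and Esrrb included 0 in both libraries. Those of Klf2, Zfp42 and Klf5 did so in Smarca4.6, and that of Tbx3 in Smarca4.4. The directions of these genes in those libraries are therefore within counting error. Pou5f1 was lower in Smarca4.4 (-0.38) and higher in Smarca4.6 (0.10).

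For the 9 differentiation genes that passed the filter, the median was 0.18 (-2.31 to 2.15) between day 0 and Nons day 6, 0.30 (-0.35 to 1.20) in Smarca4.4, percentile 98.3, and 0.30 (-0.31 to 0.77) in Smarca4.6, percentile 95.7. Both knockdown values changed sign under the stricter filter, which left 4 genes. Elf3, Hand1, Sox17, Gata4 and Gbx2 were higher and Eomes, Fgf4, Tfcp2 and Bmp4 lower in both. The counting interval of Sox17 in Smarca4.4 included 0 (-0.011 to 0.88). Gbx2 (1.20 and 1.14) was the only member of the gene lists to differ by at least 2-fold with both hairpins. It was below 1 CPM in Nons. From day 0 to Nons day 6, Gbx2 (-3.11), Elf3 (-2.31) and Fgf4 (-1.03) fell, and the other 6 of the 9 genes rose. The median of the list was the value of Elf3 in both knockdown libraries. A higher list median therefore does not mean more differentiation. For the 22 BAF subunits that passed, the median was 0.013 (-0.031 to 0.20), percentile 28.4, in Smarca4.4 and 0.14 (0.054 to 0.28), percentile 89.1, in Smarca4.6. The Smarca4.6 interval included 0 under centring (0.082, -0.0076 to 0.22). It did not under the stricter filter, without a filter or with a pseudocount of 1.

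Distances between libraries were used to ask how far the knockdown libraries lay from the control relative to the change during differentiation. The distance from day 0 to Nons day 6 was 292 log2 units over all listed genes, against 99.7 from Smarca4.4 and 106.8 from Smarca4.6 to Nons, which are 0.341 (0.334 to 0.349) and 0.366 (0.360 to 0.374) of it. The 2 knockdown libraries were 101.04 apart over all listed genes, a value between their distances from Nons. Low values weigh on this distance. Over genes passing the filter, log2 CPM correlated slightly more between the 2 knockdown libraries (Pearson r 0.992) than with Nons (0.990 for Smarca4.4 and 0.987 for Smarca4.6). Limiting the comparison to genes passing the filter moved the ratios most, to 0.188 and 0.219.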

Values the study reported

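The study reported that, by qRT-PCR, the level of Xist was 100-fold above that of Tsix.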

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

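The tests in this part were chosen after the reads of the Y-linked genes had been seen. The cells are labelled female, yet Y-linked genes, which no comparison used, had reads in the day 6 libraries and none at day 0. Ddx3y (chromosome Y) had 83 reads in Nons, 96 in Smarca4.4 and 107 in Smarca4.6. Uty had 10, 33 and 38 reads in the same order, and Eif2s3y had 13, 27 and 20. These lie above the floor of 3 reads, and day 0 had 0 reads for each. Kdm5d had 0 reads in all 4 libraries. At the day 6 rate, 61.4 reads of these 4 genes would have been seen at the depth of day 0, so the lower depth of that library does not account for their absence.

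Reads of the X-linked copy Ddx3x assigned to Ddx3y were one technical explanation. From the Ddx3x reads at day 0 and the day 6 ratio of the pair, 65.9 Ddx3y reads would be expected at day 0, against 0 seen, which goes against that explanation. A contribution of male cells, or of reads from a male library, was taken to require more than 3 reads for all 4 broadly expressed genes in a day 6 library, and to be ruled out if only 1 or 2 had them. The number was 3, with Kdm5d at 0 reads, so the requirement was not met and the explanation was not ruled out either. These reads had been seen when the rule was chosen, so it could not decide the question. Day 0 is 1 library, so the absence of these reads there cannot be told apart from a feature of that library. No biological explanation other than male cells was tested.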

How the results depend on the processing

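No paired analysis was possible because each group holds 1 library and all libraries have the same replicate number. The comparison of alleles was not run, since the values combine both alleles. Over the 29 results that answer a comparison, 102 alternative values were computed: 65 stayed within 1.5 times (counts) or inside the 95% interval of the reported value (other results), 31 moved outside and 6 changed sign. The matches on GC content and length and the distances without genes at 0 reads were chosen after seeing the data. Where no cause is given, the cause was not tested.

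The X-linked shift stayed positive for both hairpins and negative from day 0 to day 6 under the stricter filter, a pseudocount of 1, GC and length matching and a single autosome as the comparison. GC and length matching gave 0.13 for Smarca4.4. Against the autosome with the highest median the shifts were 0.084 for Smarca4.4 and 0.042 for Smarca4.6, and against that with the lowest median the day 0 shift was -0.58. Without a filter the shift was 0 for Smarca4.4 and -0.90 from day 0 to day 6, and for Smarca4.4 48.6% of X-linked genes lay above the autosomal median and the X ranked 4. For Smarca4.6 the shift without a filter was 0.096, at percentile 64.8 of matched random lists against 100 as reported, with 61.7% of X-linked genes above the autosomal median and the X at rank 1. These values without a filter are not shifts of expression: in all 3 comparisons the unfiltered X-linked median was the fixed difference written for genes with 0 reads in both libraries (-0.043 for Smarca4.4, 0.33 for Smarca4.6 and -1.30 from day 0 to day 6). Such genes were 33.3%, 34.7% and 32.8% of the listed X-linked genes. The values without a filter show neither that the shift held nor that it was lost.

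Counts of genes at least 2-fold different depended strongly on the filter. The stricter filter gave 18 genes for Smarca4.4, 38 for Smarca4.6, 3 for both hairpins and 2230 from day 0 to day 6, against 158, 242, 68 and 4235 as reported. No filter gave 2265, 2289, 1001 and 15359 in the same order. A pseudocount of 1 gave 44, 76 and 15 for the first 3 of these. All 3 genes of the stricter filter and all 15 of the pseudocount were among the 68. Centring on the autosomal median kept the counts within 1.5 times, but for Smarca4.6 the split changed from 136 higher and 106 lower to 103 higher and 135 lower. That split was 17 and 21 under the stricter filter and 38 and 38 with a pseudocount of 1. For both hairpins, 52 higher and 16 lower became 2 and 1 under the stricter filter and 8 and 7 with a pseudocount of 1. The excess of rises among these genes therefore rested on low values, although centring kept 41 higher and 20 lower. For Smarca4.4 the excess of rises remained. Its split of 117 higher and 41 lower became 16 and 2 under the stricter filter. The Smarca4.4 split was 33 and 11 with a pseudocount of 1 and 107 and 45 under centring. From day 0 to day 6, 2600 higher and 1635 lower became 4506 and 10853 without a filter, but 6956 of the latter had 0 reads in both libraries and were lower only through the values written for 0 reads; without them 3897 were lower.

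The stricter filter changed the sign of the differentiation list, to -0.17 in Smarca4.4, -0.26 in Smarca4.6 and -0.42 from day 0 to day 6, and of the pluripotency list (0.0036) and the BAF list (-0.0050) in Smarca4.4. Centring took the BAF list in Smarca4.4 to -0.020. The correlation of the 2 hairpin differences was 0.709 under the stricter filter, 0.522 without a filter and 0.691 with a pseudocount of 1.

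Centring gave -0.46 for Smarca4 in Smarca4.6, and -0.63 and -0.66 for Xist in Smarca4.4 and Smarca4.6. The distance ratios for Smarca4.4 and Smarca4.6 were 0.188 and 0.219 over genes passing the filter, 0.219 and 0.253 with a pseudocount of 1, and 0.367 and 0.381 without genes at 0 reads in both libraries.

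Of 532 alternative values of single named genes, 438 stayed inside their interval, 80 moved and 14 changed sign, all 14 under centring. In Smarca4.4 these were Eed (-0.0079), Dppa3 (-0.029), Smarcd3 (-0.018) and Ss18 (-0.021). In Smarca4.6 they were Spen (-0.0079), Eed (-0.016), Esrrb (-0.020), Smarcb1 (-0.0076), Smarcd2 (-0.014), Dpf2 (-0.0061), Phf10 (-0.057) and Bcl7a (-0.0011). From day 0 to day 6 they were Arid2 (-0.024) and Bcl7b (-0.020).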

Other observations

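All tests in this part were chosen after the pattern they bear on had been seen; those of differences between any 2 day 6 libraries, of the escape genes and of Tsix were chosen after the values they measure had been seen too.

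X-linked genes lay above autosomal genes in both knockdown libraries. Against autosomal lists matched on GC content, transcript length and mean expression, the X-linked median stood at percentile 100 for Smarca4.4 and 100 for Smarca4.6, with shifts of 0.13 and 0.065, so GC content and length may account for part of the shift but not all of it. Against autosomal lists matched on the change from day 0 to Nons day 6, it stood at percentiles 100 and 99.98. Genes so matched moved by 0.042 and 0.029 themselves, which leaves 0.12 and 0.054 of the shift. Both differences hold the single Nons library with opposite sign, so noise in that library alone could make such genes rise. The 0.042 and 0.029 therefore do not measure slower differentiation. Thinning both libraries to the depth of day 0 kept the shift at 0.16 and 0.082. Of the 9 windows of 20 Mb on the X with at least 10 genes, 9 lay above the autosomal median for Smarca4.4 and 8 for Smarca4.6. A difference of the kind that can arise between any 2 day 6 libraries remains. The X-linked shift of Smarca4.4 against Smarca4.6 was 0.11, which exceeds that of Smarca4.6 against Nons. These libraries also differ in Smarca4, so this value would be expected under a knockdown effect too and does not measure ordinary differences between libraries. With 1 library per group the shift cannot be told apart from such a difference. The larger shift was in the library with the lower Smarca4, but 2 libraries cannot test a relation to the level of Smarca4.

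If the rise of X-linked genes came from release from silencing only, genes that escape XCI should rise less than other X-linked genes. The 5 escape genes other than Xist (Kdm5c, Kdm6a, Ddx3x, Eif2s3x and 5530601H04Rik) were higher in both libraries, with medians of 0.19 and 0.31. Among random lists of other X-linked genes of similar expression, whose medians centred on 0.15 and 0.12, they stood at percentiles 58.8 and 92.6. From day 0 to Nons day 6, however, 2 of the 5 (Kdm5c and Ddx3x) fell by more than the X-linked median, so the list cannot settle whether release from silencing accounts for the rise.

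Nons differed by at least 2-fold from both knockdown libraries in the same direction at 68 genes, against 18 genes for Smarca4.4 and 29 for Smarca4.6 set against the other 2 libraries. The ratio of 2.34 to the larger of these goes against equal noise in the 3 libraries. Simulated reads put 0 genes past 2-fold with both hairpins from counting error, but without replicates this cannot separate knockdown from other differences of the Nons library. 

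Acta1 was among the largest falls with both hairpins. A list of 16 other muscle-associated genes, written before their values were seen, had 10 members that passed the filter. Their median was -0.37 in Smarca4.4 and -0.54 in Smarca4.6, at percentile 0 of matched random lists for Smarca4.4 and 0 for Smarca4.6, with 9 and 10 of the 10 genes lower. Lower expression of muscle-associated genes with both hairpins is a hypothesis consistent with these values, and both share the single Nons library. Tagln and Cnn1, which are on the list, were also among the largest rises from day 0 to Nons day 6.

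Genes with 0 reads in both libraries carried 13.7% of the squared distance between day 0 and Nons day 6, because 0 reads were written as values 1.30 apart on the log2 scale at the 2 depths. This affects 6956 genes and inflates the distance to day 0 more than the distances within day 6, where the share was 0.126% for Smarca4.4 and 6.48% for Smarca4.6.

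Tsix rose with Xist from day 0 to day 6 and fell with it in the knockdown libraries. The larger gap between their differences was 0.15, within the 0.2 set for the test, so the Tsix values at day 6 may in part be reads of Xist counted for the overlapping gene. In Smarca4.4 the gap was 0.022, and the 95% interval of Tsix (-0.63 to -0.52) held the Xist value of -0.60. The ratio of Xist to Tsix was 13.4 there. In Smarca4.6 the interval of Tsix (-0.80 to -0.67) left out the Xist value of -0.59, and the ratio was 15.0. These intervals cover counting error only. With 1 library per group, the Smarca4.6 values therefore cannot decide whether a fixed fraction of Xist reads accounts for Tsix at day 6. From day 0 to Nons day 6 the gap was 3.65, and the ratio of Xist to Tsix was 1.08 at day 0, so the pair did not keep 1 ratio over differentiation, and whether they change together at day 6 for another reason was not tested. The ratio of Xist to Tsix in Nons day 6 was 13.6. That is lower than the value quoted from the study above, but the measures differ. The study used qRT-PCR specific for Xist and Tsix. The CPM ratio is not corrected for transcript length, and its counting was not stated to use strand. By that qRT-PCR the study found Xist slightly decreased after Smarca4 depletion and saw no effect on Tsix. A fall of Tsix seen only where the genes may not be separated goes with Xist reads counted for Tsix. With 1 library per group here, this comparison does not decide the question.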
